# Coiled-Coil Domain Containing 80 Suppresses Nonylphenol-Induced Colorectal Cancer Cell Proliferation by Inhibiting the Activation of ERK1/2

**DOI:** 10.3389/fcell.2021.759820

**Published:** 2021-10-22

**Authors:** Jing Wang, Yuan-wei Zhang, Nian-jie Zhang, Shuo Yin, Du-ji Ruan, Nian He, Xu Chen, Xue-feng Yang

**Keywords:** nonylphenol, colorectal cancer, CCDC80, ERK1/2, cell proliferation

## Abstract

Recently, the effect of endocrine-disrupting chemicals on the cancer procession has been a concern. Nonylphenol (NP) is a common environmental estrogen that has been shown to enhance the proliferation of colorectal cancer (CRC) cells in our previous studies; however, the underlying mechanism remains unclear. In this study, we confirmed the increased concentration of NP in the serum of patients with CRC. RNA sequencing was used to explore the differentially expressed genes after NP exposure. We found 16 upregulated genes and 12 downregulated genes in COLO205 cells after NP treatment. Among these differentially expressed genes, we found that coiled-coil domain containing 80 (CCDC80) was downregulated by NP treatment and was associated with CRC progression. Further experiments revealed that the overexpression of CCDC80 significantly suppressed NP-induced cell proliferation and recovered the reduced cell apoptosis. Meanwhile, the overexpression of CCDC80 significantly inhibited the activation of ERK1/2 induced by NP treatment. ERK1/2 inhibitor (PD98059) treatment also suppressed NP-induced CRC cell growth, but the overexpression of CCDC80 did not enhance the effect of ERK1/2 inhibitor. Taken together, NP treatment significantly inhibited the expression of CCDC80, and the overexpression of CCDC80 suppressed NP-induced CRC cell growth by inhibiting the activation of ERK1/2. These results suggest that NP could induce CRC cell growth by influencing the expression of multiple genes. CCDC80 and ERK1/2 inhibitors may be suitable therapeutic targets in NP-related CRC progression.

## Introduction

Colorectal cancer (CRC) is the third most commonly diagnosed cancer. It was also the second leading cause of cancer-related deaths worldwide in 2018 (Bray et al., 2018). Apart from genetic factors, the main risk factors for CRC are environmental risk factors such as obesity, alcohol consumption, physical inactivity, unhealthy diets, and smoking (Keum and Giovannucci, 2019). In recent years, the relationship between environmental pollution and carcinogens has become a concern.

Endocrine disrupting chemicals (EDCs), also known as environmental hormones, are exogenous chemicals existing in the environment that can interfere with the endocrine system of humans or animals. Many studies have demonstrated that EDCs are involved in the occurrence and development of cancers (Marotta et al., 2019; Noorimotlagh et al., 2020; Li et al., 2021). Xenoestrogens are a class of EDCs that have estrogenic activity and can be found in plastics, detergents, surfactants, pesticides, and industrial chemicals (Chighizola and Meroni, 2012). Nonylphenol (NP) is mainly used in the production of surfactants, as well as in antioxidants, textile printing and dyeing auxiliaries, lubricating oil additives, pesticide emulsifiers, resin modifiers, resin and rubber stabilizers, and other fields (Noorimotlagh et al., 2020). For decades, NPs have been discharged into the environment through wastewater, petrochemical products, industrial fumes, even ubiquitous in food (Guenther et al., 2002; Raecker et al., 2011; Acir and Guenther, 2018). Furthermore, NP is persistent and bio-accumulative; thus, it can be scaled up through the food chain (Rivero et al., 2008). Previous studies have demonstrated that NP could induce female-related cancers, such as breast and ovarian cancers, by binding to nuclear receptors (In et al., 2015; Kim et al., 2015). Recently, the relationship between NP exposure and risk of CRC progression has been a concern. The risk of CRC has significantly increased in populations living near the industries, which release NP, in Spain (Garcia-Perez et al., 2020). Our previous studies have revealed that NP promoted CRC cell proliferation (Xie et al., 2019; Yang et al., 2019). However, the mechanism of action of NP on CRC progression requires further studies.

In the present study, we performed transcriptome sequencing to explore the transcriptome changes in CRC cells after NP treatment. We found that the coiled-coil domain containing 80 (CCDC80), a tumor suppressor in CRC, was significantly reduced after NP exposure (Grill et al., 2018). The results of the current study reveal the underlying mechanism of NP exposure in CRC progression and provide novel insights into CRC occurrence and progression.

## Materials and Methods

### Concentration of Nonylphenol in Serum

The study participants were divided into a CRC group and healthy group (control group). With respect to the CRC group, all patients were hospitalized in the gastrointestinal surgery department of the Second Affiliated Hospital of Zunyi Medical University from January 2020 to January 2021. A total of 143 patients, ranging from 21 to 84 years old, with an average age of 62.01 years old, were diagnosed with CRC *via* colonoscopy and pathology testing. The 143 patients comprised 89 males, ranging from 21 to 84 years old, with an average age of 60.28 years and 54 females, ranging from 32 to 76 years, with an average age of 64.74 years. For the control group, a total of 143 healthy subjects were selected after physical examination at our hospital during the same period. The participants’ ages ranged from 22 to 78 years, with an average age of 61.87 years. The control group comprised 89 males, aged between 22 and 77 years, with an average age of 61.2 years, and 54 females, ranging from 30 to 78 years old, with an average age of 63.57 years. There were no significant differences in age or sex between the two groups (*P* > 0.05). The serum from these subjects was stored at −80°C. All experimental procedures were carried out in accordance with the Chinese legislation regarding medical ethics and were approved by the Medical Ethics Committee of Zunyi Medical University [(2019) H-008].

To test the concentration of serum NP, a 0.5 mL serum sample was mixed with 4 mL of n-hexane-ether extract solution (volume ratio of 7:3), after which the mixture was vortexed for 30 s and allowed to stand for 15 min. The supernatant was then dried in a 50°C water bath. The samples were dissolved in 0.5 mL acetonitrile and detected by high performance liquid chromatography (HPLC).

### Cell Culture and Treatment

COLO205, SW480, and HCT116 cells were obtained from iCell (Shanghai, China). COLO205 cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS), HCT116 cells were cultured in dulbecco’s modified eagle medium supplemented with 10% FBS, and SW480 cells were cultured in Leibovitz’s L-15 medium supplemented with 10% FBS. All cells were cultured in an incubator at 37°C with 5% CO_2_. All media and FBS were purchased from Thermo Fisher Scientific (Shanghai, China).

Nonylphenol (N109556, Aladdin, Shanghai, China) was dissolved in Dimethyl sulfoxide (DMSO) to 100 mM and diluted to different concentrations (10^–7^, 10^–6^, and 10^–5^ M) to treat the cells.

The ERK1/2 inhibitor (PD98059, MCE, Shanghai, China, the chemical structure showed in Supplementary Figure 1) was dissolved in DMSO to 10 mM and diluted to 20 μM to treat the cells.

Lentiviruses carrying CCDC80 and a negative control (1 × 10^9^ pfu) were generated by GeneChem (Shanghai, China). Before the experiments, the infected COLO205 and SW480 cells were treated with G418 (800 ng/mL) for 2 weeks.

### 5-Ethynyl-2′-Deoxyuridine Assay

Infected COLO205 and SW480 cells were seeded in 24-well plates at a density of 1 × 10^5^ cells/well for 24 h. After treatment with NP (10^–6^ M) or DMSO (*n* = 3 per group) for 24 h, the cells were treated with 5-ethynyl-2′-deoxyuridine (EdU) and counted using the BeyoClickTMEdU-488 cell proliferation kit (Beyotime, Hangzhou, China) according to the manufacturer’s instructions. The cell nuclei were stained with 4′,6-diamidino-2-phenylindole. They were then visualized under a fluorescence microscope, photographed, and the number of positive cells (green fluorescence) were analyzed using the ImageJ software.

### Cell Apoptosis

Cell apoptosis was analyzed using flow cytometry. Cells were seeded into 6-well plates at a density of 5 × 10^5^ cells/well for 24 h and treated with NP (10^–6^ M) for 24 h. Cells were then collected and stained using the Annexin V-FITC/PI cell apoptosis kit (Jiancheng, Nanjing, China).

### Cell Counting Kit-8 Assay

Infected COLO205 and SW480 cells were seeded in 96-well plates at a density of 1 × 10^4^ cells/well for 24 h. After treatment with NP (10^–6^ M) or DMSO (*n* = 6 per group) for 24 h, 10 μL of cell counting kit-8 assay (CCK8) reagent (TransGen, Beijing, China) was added to the cells, after which they were incubated for 4 h in an incubator at 37°C with 5% CO_2_. Absorbance was measured at 450 nm using a microplate analyzer.

### RNA Sequencing

COLO205 cells were treated with NP (10^–6^ M) for 24 h, and then digested with trypsin. The samples were sent to Personalbio (Shanghai, China) for second-generation sequencing. Gene expression was normalized using fragments per kilobase of transcript per million fragments (FPKM). The differentially expressed genes between the control and NP treatment groups were selected by DESeq, with a cutoff of |log2FoldChange| > 1, *P*-value < 0.05. The raw data were uploaded in Gene Expression Omnibus (GEO) as the series number is GSE18222.

### Quantitative PCR

COLO205, SW480, and HCT-116 cells were exposed to NP (10^–7^, 10^–6^, and 10^–5^ M) and collected 24 h after treatment. Total RNA was extracted using TRIzol reagent (Invitrogen, United States). After reverse transcription, the expression of CCDC80, matrix metallopeptidase 19 (MMP19), and Sulfiredoxin-1 (SRXN1) was tested using the QuantStudio^TM^ 6 Flex Real-Time PCR System (Applied Biosystems) using the YBR Green PCR kit (KAPA Biosystems, United States). The relative expression of these genes was analyzed using 2^–ΔΔCt^ method, and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as an internal reference.

### The Cancer Genome Atlas Analysis

The cancer genome atlas (TCGA) analysis of differentially expressed genes after NP treatment was performed using the UALCAN system (Chandrashekar et al., 2017).

### Hematoxylin-Eosin Staining and Immunohistochemistry

Tumor tissue (*n* = 9) and para-cancerous tissue (*n* = 9) were fixed with 4% paraformaldehyde and embedded in paraffin. Immunohistochemistry (IHC) and hematoxylin-eosin (HE) staining were performed after sectioning. The primary antibody used was anti-CCDC80 (1:50, Bioss, Beijing, China). Cells with yellow or brown staining in the nucleus and/or cytoplasm were deemed positive for immunoreactivity. The immunoreactivity was scored as average optical density (IOD) using Image-Pro Plus 6.0 software (IPP6.0).

### Western Blot Assay

The protein expression of treated cells was analyzed using western blotting, as previously described (Kim et al., 2015). The primary antibodies used were anti-GAPDH (Abcam, United Kingdom), anti-ERK1/2, anti-p-ERK1/2, anti-proliferating cell nuclear antigen (PCNA), anti-c-MYC, anti-cyclin D1, anti-Bad, anti-Bcl-2, and anti-Cleaved Caspase-3 (Santa Cruz Biotechnology, United States). The IOD was analyzed using IPP6.0.

### Tumor Xenografts *in vivo*

The mice (BALB/c athymic nude mice, male, 5–6-week-old) information remains the same as previously described (Kim et al., 2015). All experimental procedures were carried out in accordance with the Chinese legislation regarding experimental animals and were approved by the Animal Experiment Ethics Committee of Zunyi Medical University [(2019) A-004]. SW480 cells were digested and resuspended at a concentration of 1.0 × 10^7^ cells/mL. To construct xenograft models, 20 μL of cells were injected into the left posterior flank of each mouse (*n* = 6 per group). Five days after injection, the mice were divided into four groups: (1) control group, (2) CCDC80 group, (3) NP group, and (4) NP + CCDC80 group. Fifty microliters of lentivirus (5 × 10^7^ pfu) carrying CCDC80 or negative control was injected intratumorally every week for 3 weeks (Xie et al., 2019; Park et al., 2020). NP treatment [17 mg/(kg…d)] and other treatments were consistent with our previous study (Kim et al., 2015).

### Statistics

Three parallel experiments were performed for each treatment. Data were analyzed using GraphPad Prism 8 software (GraphPad Software, La Jolla, CA, United States). Data are presented as mean ± SD. Differences between multiple groups were analyzed using one-way analysis of variance (ANOVA) with Dunnett’s post-test. Differences between two groups were analyzed using Student’s *t*-test. Statistical significance was set at *P* < 0.05.

## Results

### The Serum Nonylphenol Level Was Associated With Colorectal Cancer

Serum NP levels in healthy patients (*n* = 143) and patients with CRC (*n* = 143) were tested. We found a higher concentration of serum NP in patients with CRC than in healthy individuals in both men and women (Figure 1). This result suggests that the concentration of serum NP is associated with CRC occurrence.

**FIGURE 1:**
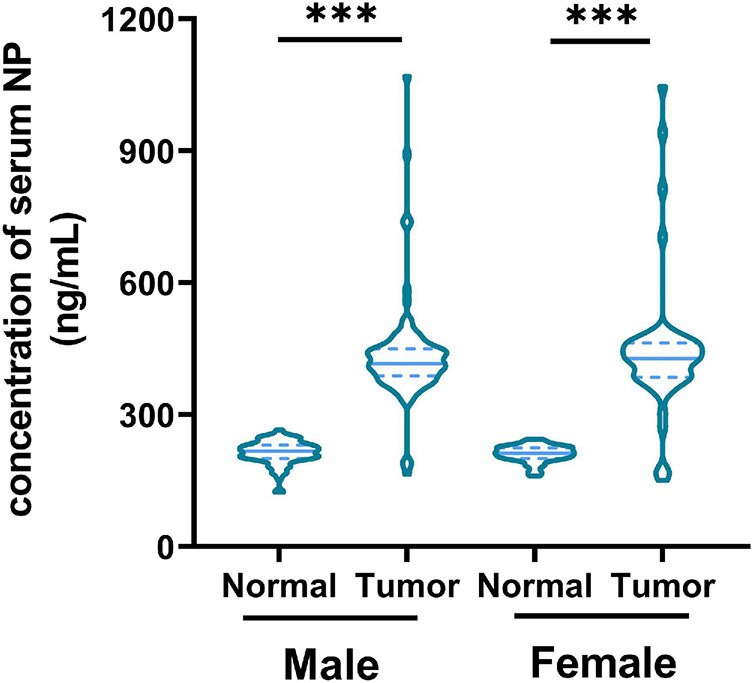
Concentration of nonylphenol (NP) in serum from healthy patients (*n* = 143) and patients with colorectal cancer (CRC; *n* = 143). ^∗∗∗^*p* < 0.001.

### Nonylphenol Exposure Induced Colorectal Cancer Cell Proliferation and Transcriptome Changes

We used different concentrations of NP (0, 10^–7^, 10^–6^, and 10^–5^ M) in treating COLO205 and SW480 cells. The Edu assay suggested that NP-induced CRC cell proliferation in a dose-dependent manner (Figure 2A and Supplementary Figure 2A). Furthermore, flow cytometry showed that NP inhibited apoptosis in a dose-dependent manner in CRC cells (Figure 2B). 

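COLO205 is a human colon adenocarcinoma cell line. Nonylphenol (NP) is an alkylphenol that can bind estrogen receptors. COLO205 cells received NP at 1 µM or the solvent DMSO for 24 h, and the RNA of 2 control samples and 2 NP samples was sequenced. The deposited table holds raw read counts and FPKM values for 19970 human genes. The counts of control samples 1 and 2 summed to 15659794 and 15617930, and those of NP samples 1 and 2 to 16998129 and 13401691. The submitters' processing notes name HISAT2, HTSeq and the genome build GRCh38, with versions not given in the sources used here. The authors' FPKM values equal the counts divided by gene length and by the summed counts of the sample. Here the raw counts of the 12616 genes kept by edgeR's filter on low counts were scaled with TMM and compared between the groups with edgeR's quasi-likelihood test, with p-values adjusted by the Benjamini-Hochberg method. The paper's statistics section gives 3 parallel experiments per treatment, while 2 samples per group were deposited. The sources do not state whether the samples of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The samples of a group differed by more than counting noise, with a chi-square per gene of 1.94 between the control samples and 1.88 between the NP samples (1 would be counting noise alone).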

To explore the mechanism of NP on CRC cell progression, we performed transcriptome sequencing to analyze the transcript changes after NP exposure in CRC cells. 

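In NP-treated COLO205 cells, 297 genes were higher and 215 were lower than in control cells at an adjusted p under 0.05 (edgeR, 2 samples per group). Most of these changes were small: the median rise was 16.1%, and the genes that were lower fell by 12.2% at the median. Of the 45 measured genes of cytosolic ribosomal proteins, 29 rose, 16 did not pass the test and none fell (34 rose when adjusted over the list alone; DESeq2 called 22 higher and none lower). RPS27, a protein of the small ribosomal subunit, went from 417.6 ± 21.6 to 523.9 ± 21.6 CPM (counts scaled by library size; SD, n = 2 each), a log2 fold change of 0.33 (standard error 0.033, adjusted p = 1.4e-11 from edgeR). RPS29 had a log2 fold change of 0.69 and RPS12 one of 0.28. With offsets for transcript length, a setting added after the data were seen, RPS27 and RPS12 were both at 0.17 and still passed. Reads of ribosomal protein genes can also match their processed pseudogenes, so these levels are uncertain. Of 39 measured nuclear genes of oxidative phosphorylation, 8 rose, 31 did not pass and none fell (17 rose when adjusted over the list alone; DESeq2 called 3 higher and none lower). Among them were ATP5F1E, a subunit of ATP synthase, with a log2 fold change of 0.35 (standard error 0.047, adjusted p = 1.2e-07 from edgeR), and COX7C, a subunit of cytochrome c oxidase, with 0.20. Of 23 genes whose transcription follows ERK activity, 10 fell, 13 did not pass and none rose (12 fell and 1 rose when adjusted over the list alone; DESeq2 called 10 lower and none higher). The transcription factor EGR1 went from 740.9 ± 11.6 to 551.8 ± 0.15 CPM (SD, n = 2 each), a log2 fold change of -0.43 (standard error 0.029, adjusted p = 8.1e-18 from edgeR). IER3, an immediate-early gene, had a log2 fold change of -0.43, FOS one of -0.36 and SPRY4, a feedback inhibitor of the pathway, one of -0.38. As sets against all other genes, these lists passed in camera with its preset correlation, at adjusted p = 4.6e-39 for ribosomal proteins, 1.3e-10 for oxidative phosphorylation and 2.8e-21 for ERK output. This preset is 0.01, while the correlations estimated here were 0.56, 0.12 and -0.037 in that order. The preset p-values for ribosomal proteins and oxidative phosphorylation may therefore be far too small. With an estimated correlation none of these lists passed, at adjusted p = 0.39, 0.39 and 0.24 (unadjusted p = 0.087, 0.076 and 0.0085 from camera). A simulated list of 40 genes raised by 0.15 on the log2 scale also failed in that setting (camera, adjusted p = 0.999, unadjusted p = 0.019). It was adjusted together with 100 unchanged lists rather than over the 28 lists here, and its genes were drawn independently. The simulation therefore cannot tell whether the real lists failed for want of samples or because their genes vary together. Short transcripts were higher in NP samples across the transcriptome: the median log2 fold change was 0.056 among the 2523 genes with transcripts up to 1815 nt and -0.034 among the 2521 genes with transcripts of 5405 nt or more. Control sample 1 carried much of this. The centred medians of control samples 1 and 2 were -0.040 and -0.013 for the short class and 0.030 and 0.004 for the long class. Those of NP samples 1 and 2 were 0.034 and 0.027, and -0.014 and -0.019. Of 18 long genes of every cell, a list that can show a difference in RNA integrity, 3 fell and none rose, including PRKDC at -0.18 and KMT2D at -0.19, of which neither passed without control replicate 1 and KMT2D also not without NP replicate 1. That set was lower in camera at adjusted p = 0.00024 (0.49 with an estimated correlation), but not without control replicate 1 (adjusted p = 0.070) or with offsets for transcript length (adjusted p = 0.32). At a log2 fold change beyond 1 with an unadjusted p under 0.05, 31 genes were higher and 23 lower, and 46 of these 54 genes averaged under 30 counts per sample. The other 2 ways to split the 4 samples into pairs gave 35 and 34 genes at that cutoff, none at an adjusted p under 0.05 in edgeR, and 1.93% and 2.2% of the genes tested at an unadjusted p under 0.05 (15.1% in the real grouping). Each of these pairs joins 1 control and 1 NP sample. Any difference between the groups then adds to the spread and lowers the counts, so these splits are no null baseline. Without control replicate 1, NP replicate 1 or NP replicate 2, 171, 224 and 326 genes passed the adjusted p, and DESeq2 called 181. Without NP replicate 1 or NP replicate 2, 86 and 94 genes met the fold cutoff, against 18 with DESeq2, 97 with no filter on low counts and 14 with at least 10 counts in every sample.

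**Figure D1:**
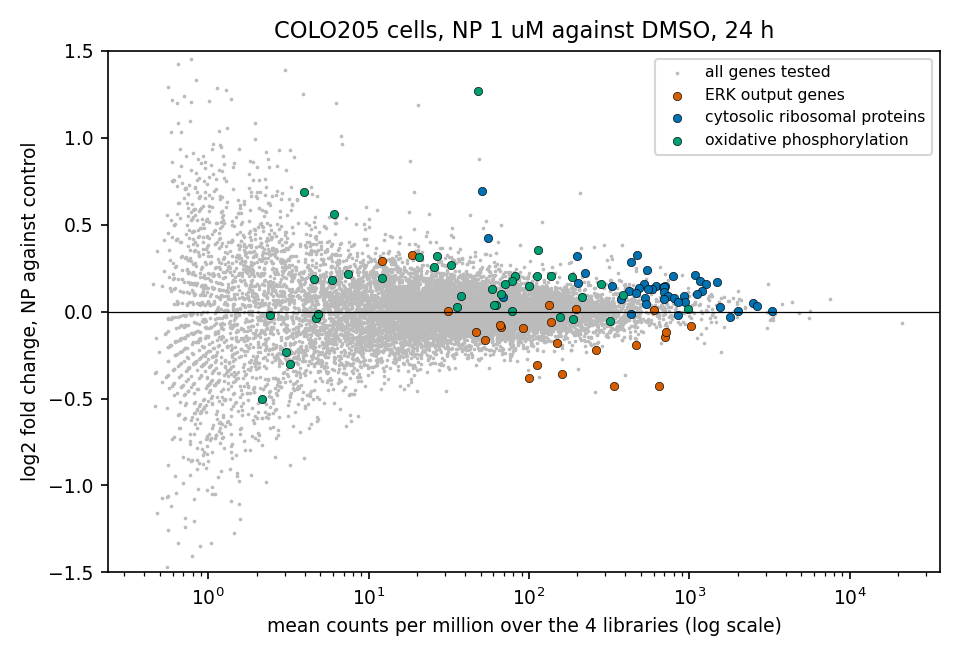
Log2 fold change of NP against control (y axis) by mean CPM over the 4 samples (x axis, log scale), with 1 point per gene tested. Grey points are all genes tested, of which 17 lie beyond the plotted range of 1.5 in either direction. Coloured points are the genes of the ERK output list, which lie mostly below 0, and those of the ribosomal protein and oxidative phosphorylation lists, which lie mostly above 0.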

We found 16 upregulated genes and 12 downregulated genes in COLO205 cells after NP treatment (Figure 3A). Gene ontology (GO) enrichment analysis suggested that NP treatment significantly influenced the processes associated with the extracellular matrix and cell cycle (Figure 3B). 

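Of 40 measured genes of the extracellular matrix and its remodelling, 2 fell with NP in edgeR's quasi-likelihood test, 38 did not pass and none rose (5 fell and 1 rose when adjusted over the list alone; at an unadjusted p under 0.05, 9 were lower and 2 higher; DESeq2 called 1 lower and none higher; edgeR's exact test called 4 lower and 1 higher). Both genes that fell in the quasi-likelihood test belong to hemidesmosomes, which anchor epithelial cells to the matrix. Genes of hemidesmosomes were not tested as a set, and the exact test also called CCDC80 lower. ITGB4, an integrin subunit, went from 1236 ± 3.2 to 1129 ± 8.8 CPM (SD, n = 2 each), a log2 fold change of -0.13 (standard error 0.026, adjusted p = 0.00051 from edgeR's quasi-likelihood test). COL17A1, a transmembrane collagen, had a log2 fold change of -0.21 (standard error 0.050, adjusted p = 0.0045 from the same test). Of 32 measured genes of the G1/S transition and DNA replication, 6 fell, 26 did not pass and none rose (8 fell when adjusted over the list alone; at an unadjusted p under 0.05, 10 were lower and 1 higher; DESeq2 called none in either direction). These included 4 subunits of the replicative helicase, MCM4, MCM6, MCM3 and MCM2, with log2 fold changes of -0.22, -0.28, -0.13 and -0.21. PCNA, the sliding clamp of DNA polymerase, went from 199.1 ± 2.9 to 181.6 ± 0.87 CPM (SD, n = 2 each), a log2 fold change of -0.13 (standard error 0.039, adjusted p = 0.033 from edgeR). These calls depended on all samples: MCM4, MCM6, MCM2 and PCNA no longer passed without control replicate 1, MCM3, PCNA and COL17A1 without control replicate 2, MCM6, MCM2, PCNA and COL17A1 without NP replicate 1, and MCM4, MCM6, MCM3 and PCNA without NP replicate 2. None of 33 measured genes of G2/M and mitosis passed in edgeR's quasi-likelihood test, 3 were higher and 3 lower at an unadjusted p under 0.05, DESeq2 called none and edgeR's exact test called 1. This was the mitotic cyclin CCNB1, with a log2 fold change of 0.17 (adjusted p = 0.051 from the quasi-likelihood test and 0.040 from the exact test), which passed in 3 of 18 other settings. The proliferation marker MKI67 had a log2 fold change of -0.10 (adjusted p = 0.12 from the quasi-likelihood test), which was -0.049 with offsets for transcript length. It passed in 1 of 18 other settings.
The median log2 fold change was -0.063 for the matrix list, -0.11 for the G1/S list and 0.019 for the G2/M list. Without NP replicate 2 the matrix median was -0.023, and without control replicate 1 the G1/S median was -0.074. With camera's preset correlation the matrix list was lower at adjusted p = 0.0096 and the G1/S list at adjusted p = 9.4e-06, while the G2/M list did not pass (adjusted p = 0.60). With an estimated correlation, a setting in which a simulated raised list, adjusted over more lists, also failed, the matrix and G1/S lists were both at adjusted p = 0.39. The matrix list no longer passed without control replicate 1 (adjusted p = 0.070), without NP replicate 2 (adjusted p = 0.14), with limma on log2(FPKM + 1) and no filter (adjusted p = 0.060), or with offsets for transcript length (adjusted p = 0.14), a setting added after the data were seen. Of 8538 gene ontology terms that the deposited table assigns, none passed an adjusted p of 0.05 among the genes with a log2 fold change beyond 1 and an unadjusted p under 0.05 (one-sided Fisher's exact test on 51 annotated genes against 12388, 147 terms at an unadjusted p under 0.05). The term extracellular matrix held 4 of its 108 tested genes (unadjusted exact p = 0.0010, adjusted p = 1). Its genes were CCDC80 and LRRTM1, with lower counts in NP samples, and MMP19 and FMOD, with higher counts. FMOD was named after its values were seen. The term cell cycle held 1 of its 587 tested genes, RGCC (unadjusted exact p = 0.92). Among the genes past the adjusted p of 0.05, 63 terms passed. They included structural constituent of ribosome with 47 of 156 genes (adjusted p = 5.8e-25), translation with 55 of 293 (adjusted p = 9.7e-19) and extracellular space with 47 of 672 (adjusted p = 0.041). Extracellular matrix with 4 of 108 (unadjusted exact p = 0.66) and cell cycle with 29 of 587 (unadjusted exact p = 0.18) did not pass. Nor did extracellular region with 63 of 997 (adjusted p = 0.053), DNA replication with 14 of 151 (adjusted p = 0.23) or collagen-containing extracellular matrix with 13 of 165 (adjusted p = 0.52). Their unadjusted exact p was 0.00041, 0.0039 and 0.019, against 0.65 for mitotic cell cycle and 0.76 for cell division. From gene ontology terms among its differentially expressed genes, the paper proposes that NP acted on matrix and cell cycle processes. Of the 54 genes at the fold cutoff here, 21 are named in the paper's heatmap, so the gene sets differ. Terms were taken as assigned, without adding parent terms.

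**Figure D2:**
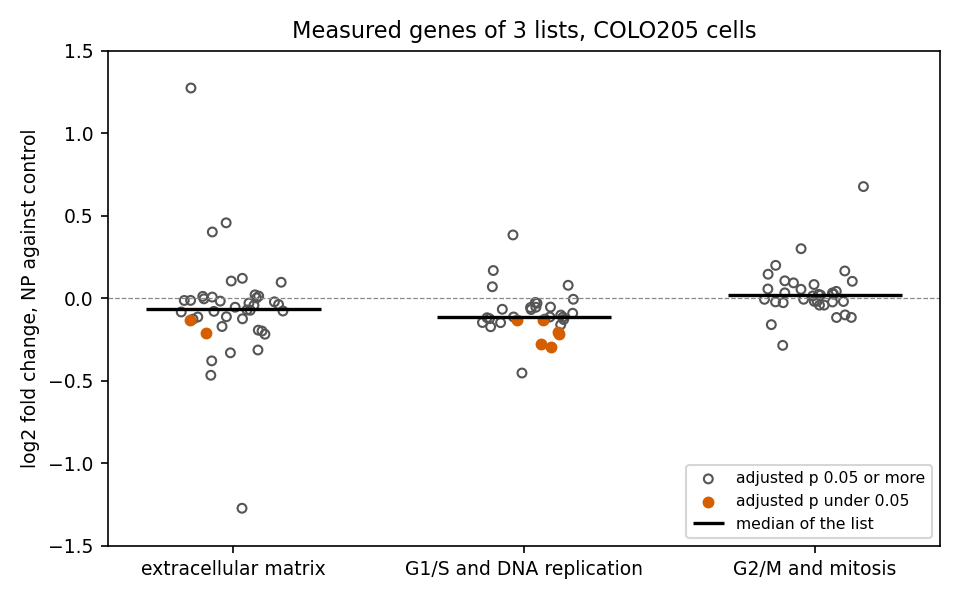
Log2 fold change of NP against control (y axis) for the measured genes of 3 lists: 40 of the extracellular matrix, 32 of G1/S and DNA replication and 33 of G2/M and mitosis. Each circle is a gene, filled where the adjusted p from edgeR is under 0.05, and the bar is the median of the list, at -0.063, -0.11 and 0.019. CCDC80 and MMP19 are the lowest and highest circles of the matrix list.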

Quantitative PCR (qPCR) was performed to validate the sequencing results. The results showed that CCDC80 was downregulated and MMP19 and SRXN1 were upregulated in HCT116, SW480, and COLO205 cells after treatment with different concentrations of NP (Figure 3C).

**FIGURE 2:**
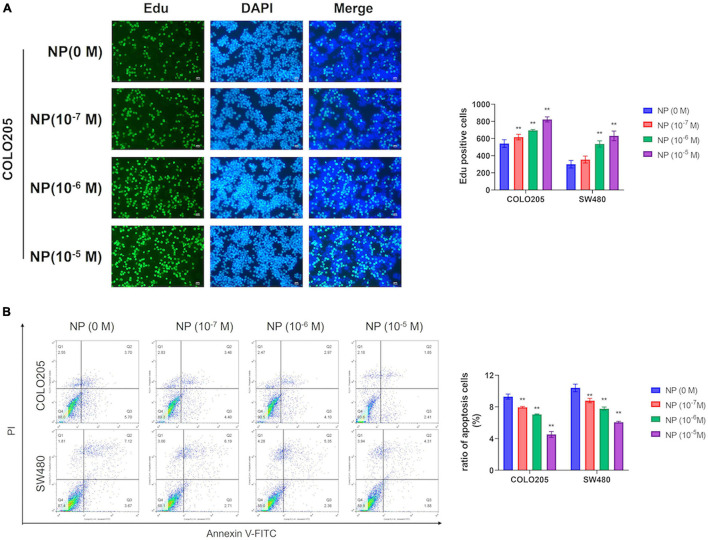
Nonylphenol (NP) induces colorectal cancer (CRC) cell proliferation and inhibits cell apoptosis. **(A)** COLO205 and SW480 cells treated with different concentrations of NP (0, 10^–7^, 10^–6^, and 10^–5^ M) for 24 h and tested by 5-ethynyl-2′-deoxyuridine (EdU) assay. Bar = 100 μm. Positive cells were measured, and the results are shown as bar charts. **(B)** NP treated COLO205 and SW480 cells stained with Annexin V-FITC/PI; cell apoptosis tested using flow cytometry. **p < 0.01.

**FIGURE 3:**
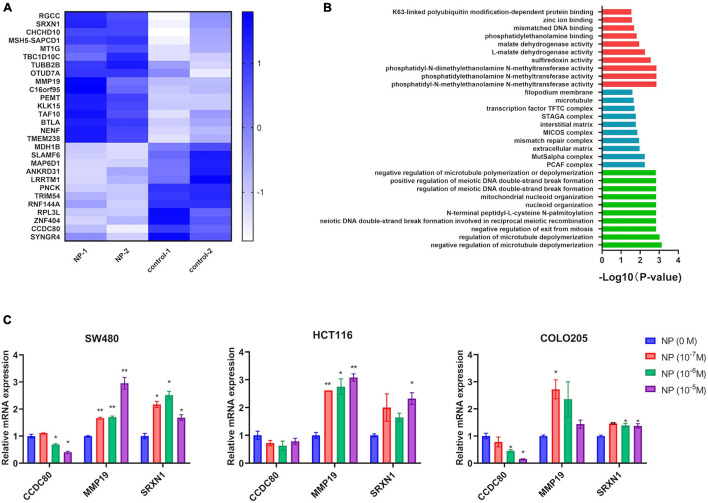
Nonylphenol (NP) influences the gene expression profile in colorectal cancer (CRC) cells. **(A)** Heatmap showing the differentially expressed genes in COLO205. **(B)** Gene ontology (GO) enrichment analysis of differentially expressed genes. Red: top 10 of molecular function terms; blue: top 10 of cellular component terms; green: top 10 of biological process terms. **(C)** RNA expression of CCDC8, MMP19, and SRXN1 in NP treated COLO205, SW480, and HCT116 cells as tested using quantitative PCR (qPCR). *p < 0.05, **p < 0.01, compared to NP (0 M).

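The 28 genes named in the heatmap were all present in the deposited table, and in each of them both NP samples lay beyond both control samples in the direction of the heatmap, which chance gives for 16.7% of genes. The study chose these genes on these samples, so this tally is not independent evidence of their direction. The CHCHD10 gene, which encodes a mitochondrial protein, had the most counts, with 28.2 ± 11.8 CPM in control and 67.8 ± 0.00091 in NP samples (SD, n = 2 each), a log2 fold change of 1.27 (standard error 0.099, adjusted p = 2.1e-15 from edgeR's quasi-likelihood test). TMEM238, a gene of a small membrane protein, rose from 1.4 ± 0.77 to 9.6 ± 3.6 CPM (SD, n = 2 each), a log2 fold change of 2.76 (standard error 0.26, adjusted p = 1.3e-12 from edgeR). NENF, TAF10, PEMT and RGCC also rose, at adjusted p = 3.4e-12, 2.4e-05, 0.00045 and 0.0014 from edgeR, as did the read-through gene MSH5-SAPCD1 at 2.06 (adjusted p = 0.049), whose reads overlap MSH5 and are uncertain. MSH5-SAPCD1 passed in 5 of 14 other settings and in none that left out a sample, with a log2 fold change of 1.27 without control replicate 1 and 3.93 without control replicate 2. PNCK, a protein kinase, and SLAMF6, a receptor of lymphocytes, fell, with log2 fold changes of -3.09 and -2.24 (adjusted p = 0.0033 and 0.016). SLAMF6 did not pass without any 1 of the 4 samples, PNCK not without control replicate 1, control replicate 2 or NP replicate 1, and RGCC not without control replicate 1 (log2 fold change 0.88) or NP replicate 1, while it was at 2.18 without control replicate 2. In DESeq2, CHCHD10 was at adjusted p = 0.066. The other 19 genes did not pass: 13 were tested, and 6 (TBC1D10C, KLK15, BTLA, MAP6D1, ANKRD31 and TRIM54) had too few counts to be tested. KLK15 had 7 and 4 counts in the NP samples and none in the control samples, which is 3.79-fold higher when the control group is set to a floor of 3 counts, with an exact 95% lower counting limit of 2.59-fold. TRIM54 had 7 and 8 counts in the control samples and 1 and 0 in the NP samples, a ratio of NP to control of 0.069 with an exact 95% counting interval from 0.0016 to 0.45.
CCDC80 encodes a secreted protein of the extracellular matrix and lies on the minus strand of chromosome 3 of GRCh38 from 112596794 to 112649530. Its counts were 36 and 29 in the control samples and 18 and 8 in the NP samples, or 2.1 ± 0.31 and 0.83 ± 0.33 CPM (SD, n = 2 each). This is a log2 fold change of -1.27 (standard error 0.40, unadjusted p = 0.0026 and adjusted p = 0.058 from edgeR's quasi-likelihood test). MMP19, a matrix metalloproteinase on chromosome 12 from 55835433 to 55842966, had 12 and 12 counts in the control samples and 39 and 18 in the NP samples, a log2 fold change of 1.27 (standard error 0.43, adjusted p = 0.078 from the same test). SRXN1, which encodes the antioxidant enzyme sulfiredoxin and lies on chromosome 20 from 646615 to 653200, had 0 and 7 counts in the control samples and 19 and 12 in the NP samples, a log2 fold change of 2.15 (standard error 0.69, adjusted p = 0.060). With edgeR's exact test in place of the quasi-likelihood test, CCDC80, MMP19 and SRXN1 passed, at adjusted p = 0.018, 0.029 and 0.013. Without control replicate 1, the log2 fold change of SRXN1 was 1.17, and without NP replicate 1, that of MMP19 was 0.81.

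**Figure D3:**
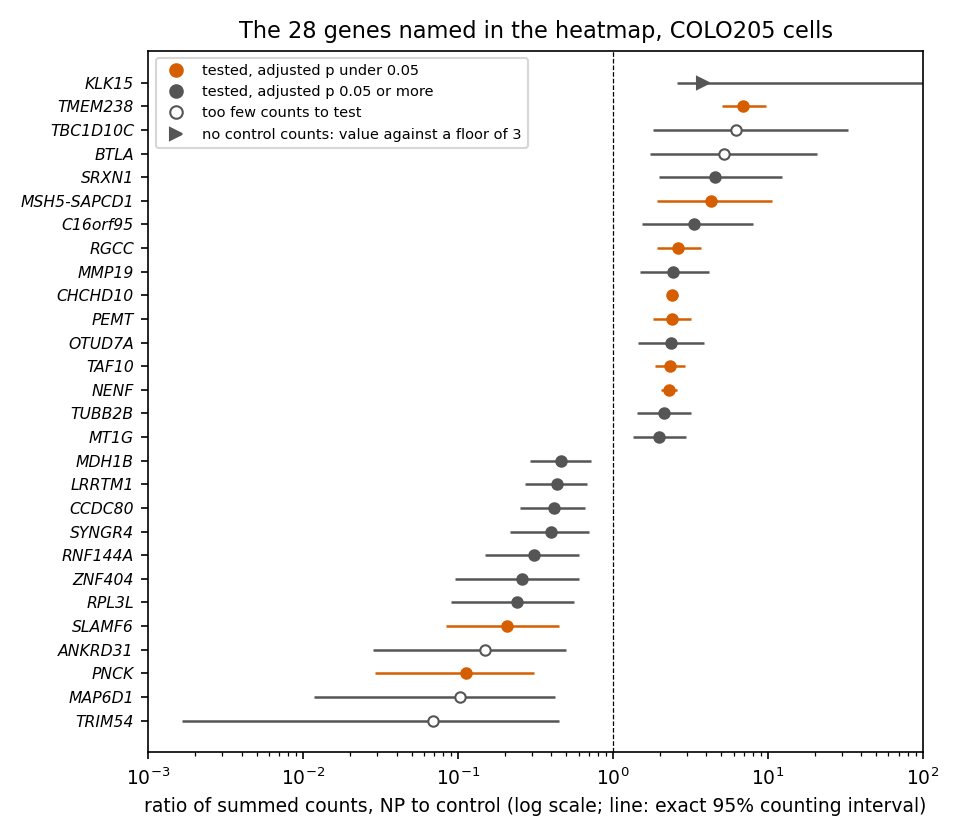
Ratio of the summed counts of the NP samples to those of the control samples, scaled by library size (x axis, log scale), for the 28 genes named in the heatmap (y axis). Lines are exact 95% intervals for counting error only, open circles are genes with too few counts to test, and the triangle is KLK15 against a floor of 3 counts. The ratios of the 16 genes on top lie above 1 and those of the 12 genes below lie under 1, and 9 genes, drawn in orange, have an adjusted p under 0.05.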

### Expression of Coiled-Coil Domain Containing 80 Inhibited by Nonylphenol Treatment Was Associated With Colorectal Cancer

After TCGA analysis for the differentially expressed genes, we found that the expression of CCDC80, a gene downregulated by NP treatment, was significantly lower in tumor tissues than in normal tissues (Figures 4A,B). The expression of CCDC80 in CRC tissues and para-cancerous tissues confirmed the results of the TCGA analysis (Figures 4C,D).

**FIGURE 4:**
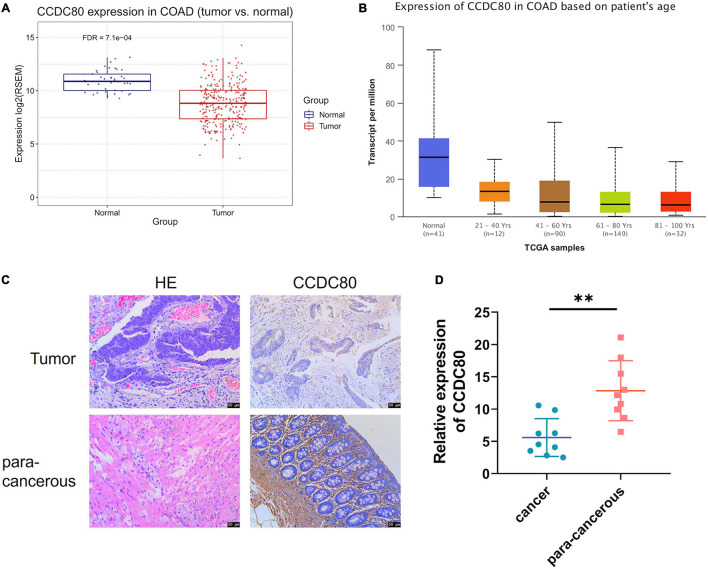
Expression of coiled-coil domain containing 80 (CCDC80) decreases in colorectal cancer (CRC) tissues. **(A)** CCDC80 expressed in CRC and normal tissues. **(B)** CCDC80 expression in CRC in patients with different age stages. **(C)** The expression of CCDC80 in CRC and para-cancerous tissues as detected by hematoxylin-eosin (HE) and immunohistochemistry (IHC) strain. Bar = 50 μm. **(D)** The positive expression of CCDC80 in CRC and para-cancerous tissues by IHC strain analyzed using the ImageJ software. ^∗∗^*p* < 0.01.

### Nonylphenol-Induced Colorectal Cancer Cell Growth by Inhibiting Coiled-Coil Domain Containing 80 Expression

To explore the roles of CCDC80 in NP-induced CRC cell growth, we constructed CCDC80 overexpressed stable infected CRC cell lines and then treated them with NP. EdU and CCK-8 analyses showed that overexpression of CCDC80 significantly suppressed CRC cell proliferation, even after NP treatment (Figures 5A,B and Supplementary Figure 2B). The results of the colony forming assay showed that CRC cell growth was significantly enhanced after NP treatment and suppressed by CCDC80 overexpression (Figure 5C). CCDC80 overexpression also significantly reduced NP-induced cell growth. Flow cytometry showed that overexpression of CCDC80 significantly induced cell apoptosis, even after NP treatment (Figure 5D). Western blot assay showed that, while NP treatment could induce the expression of proliferation-related proteins PCNA, c-MYC, and CyclinD1, CCDC80 overexpression could reduce it (Figure 5E). Furthermore, the expression of proapoptotic proteins (Bad and cleaved Caspase-3) was significantly decreased, and the expression of anti-apoptotic protein (Bcl-2) was significantly increased by NP treatment. Conversely, the overexpression of CCDC80 increased the expression of pro-apoptotic proteins and decreased the expression of anti-apoptotic proteins (Figure 5E and Supplementary Figures 3A,B). The overexpression of CCDC80 attenuated the effect of NP treatment on the expression of proliferation-related and apoptosis-related proteins.

**FIGURE 5:**
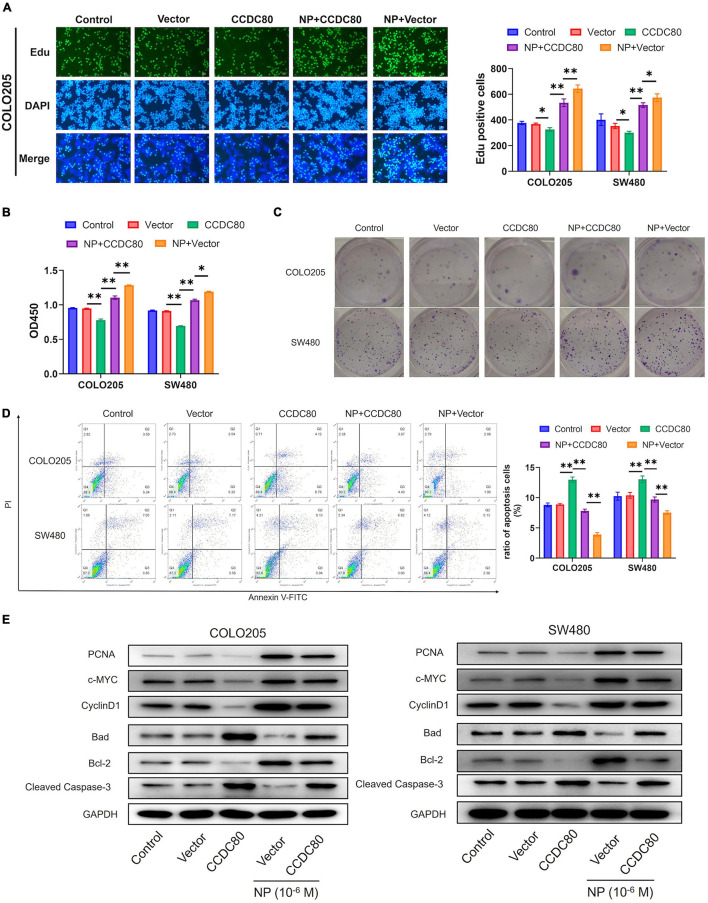
Overexpression of coiled-coil domain containing 80 (CCDC80) suppresses nonylphenol (NP)-induced colorectal cancer (CRC) cell growth. **(A)** Infected COLO205 and SW480 cells treated with NP (10^–6^ M) for 24 h and tested using EdU assay. Bar = 100 μm. Positive cells were measured, and the results are shown as bar charts. **(B)** The cell proliferation ability as tested using CCK8 assay in treated COLO205 and SW480 cells. **(C)** Colony forming assay performed to test the growth of treated cells. **(D)** Cell apoptosis in treated cells analyzed using flow cytometry. **(E)** The expression of cell proliferation-related proteins [proliferating cell nuclear antigen (PCNA), c-MYC, and CyclinD1] and cell apoptosis-related proteins (Bcl-2, Bad, and Cleaved Caspase-3) in treated cells analyzed using western blot assay. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

### Coiled-Coil Domain Containing 80 Inhibited the Nonylphenol-Mediated ERK1/2 Activation

Our previous study revealed that NP activated ERK1/2 (Xie et al., 2019). Therefore, we explored the relationship between the NP treatment, expression of CCDC80, and activation of ERK1/2. Western blot assay showed a decreased expression of phosphorylated ERK1/2, but its expression did not significantly change with the overexpression of CCDC80 after NP treatment (Figure 6A). We further investigated the effect of extracellular regulated protein kinases (ERK) inhibitor (PD98059) combined with NP in infected COLO205 and SW480 cells (Figure 6B). Treatment with the ERK inhibitor alone significantly inhibited the proliferation of CRC cells and induced apoptosis. The effect of the ERK inhibitor was attenuated by NP treatment but was not significantly enhanced by the overexpression of CCDC80 (Figures 6C–E, 7A). In addition, we performed western blot assay to analyze the expression of proliferation-related and apoptosis-related proteins and the activation of ERK1/2 after treatment with an ERK inhibitor combined with NP in infected CRC cells. Treatment with NP alone increased the expression of proliferation-related proteins (PCNA, c-MYC, and CyclinD1) and Bcl-2, while overexpression of CCDC80, especially when combined with an ERK inhibitor treatment, decreased the expression of these proteins. Furthermore, NP treatment induced the expression of anti-apoptotic proteins (Bad and cleaved Caspase-3), whereas this was reduced by the overexpression of CCDC80 combined with an ERK inhibitor (Figure 7B and Supplementary Figures 3C,D).

**FIGURE 6:**
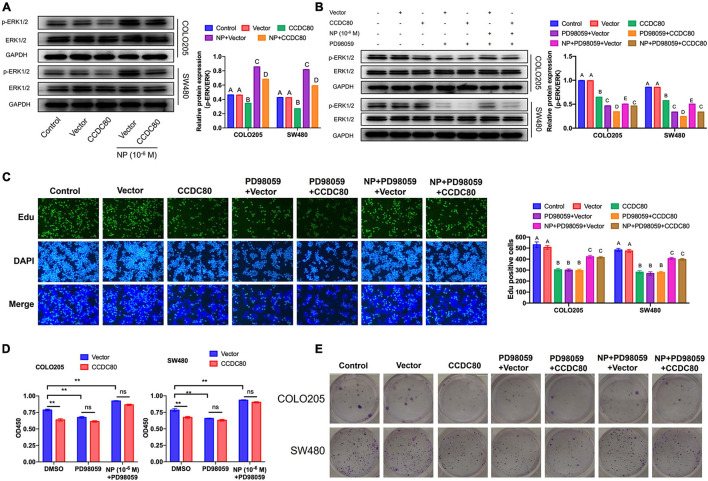
Coiled-coil domain containing 80 (CCDC80) suppresses colorectal cancer (CRC) cell proliferation by inhibiting ERK1/2 activity. **(A)** Infected COLO205 and SW480 cells were treated with nonylphenol (NP) (10^–6^ M) for 24 h. The expression of ERK1/2 and phosphorylated ERK1/2 (p-ERK1/2) in these treated CRC cells as analyzed using western blot assay. **(B)** Infected COLO205 and SW480 cells were treated by NP (10^–6^ M) or extracellular regulated protein kinases (ERK) inhibitor PD98059 for 24 h. The expression of ERK1/2 and phosphorylated ERK1/2 (p-ERK1/2) in these cells as analyzed using western blot assay. **(C)** Treated COLO205 and SW480 cells analyzed using EdU assay. Bar = 100 μm. Positive cells were measured, and the results are shown as bar charts. **(D)** The ability of cell proliferation tested using CCK8 assay in treated COLO205 and SW480 cells. **p < 0.01. **(E)** Colony forming assay performed to test the growth of treated cells.

**FIGURE 7:**
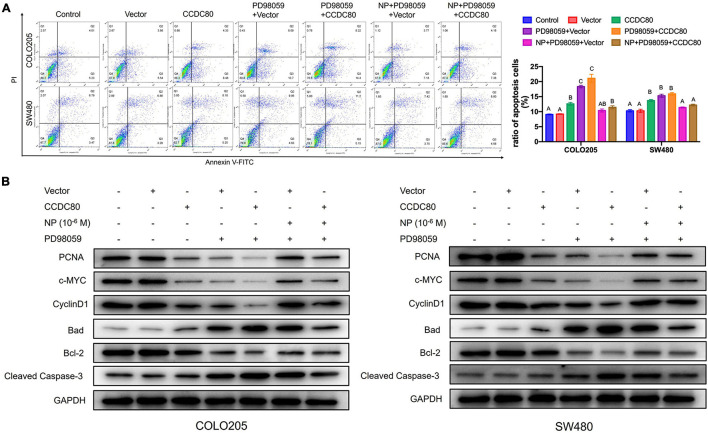
Coiled-coil domain containing 80 (CCDC80) increases colorectal cancer (CRC) cell apoptosis by inhibiting ERK1/2 activity. **(A)** Cell apoptosis in treated cells analyzed using flow cytometry. **(B)** The expression of cell proliferation-related proteins (PCNA, c-MYC, and CyclinD1) and cell apoptosis-related proteins (Bcl-2, Bad, and Cleaved Caspase-3) in treated cells analyzed using western blot assay.

### Coiled-Coil Domain Containing 80 Inhibited Nonylphenol-Induced Tumor Growth *in vivo*

A mouse xenograft model of human CRC cells was established to study the effect of CCDC80 on NP-induced tumor growth *in vivo*. The results showed that NP treatment significantly increased tumor growth, and that the overexpression of CCDC80 significantly suppressed tumor growth, even when co-treated with NP (Figures 8A–C and Supplementary Figure 4). IHC results showed lower expression of the proliferative marker Ki67 in the CCDC80 overexpression group (Figure 8D). Western blot assay showed similar effects of CCDC80 overexpression and NP treatment on the expression of proliferation-related proteins (PCNA, c-MYC, and CyclinD1), apoptosis-related proteins (Bcl-2, Bad, and cleaved Caspase-3), and activation of ERK1/2 in *in vitro* experiments (Figure 8E). These results revealed that CCDC80 inhibited NP-induced tumor growth.

**FIGURE 8:**
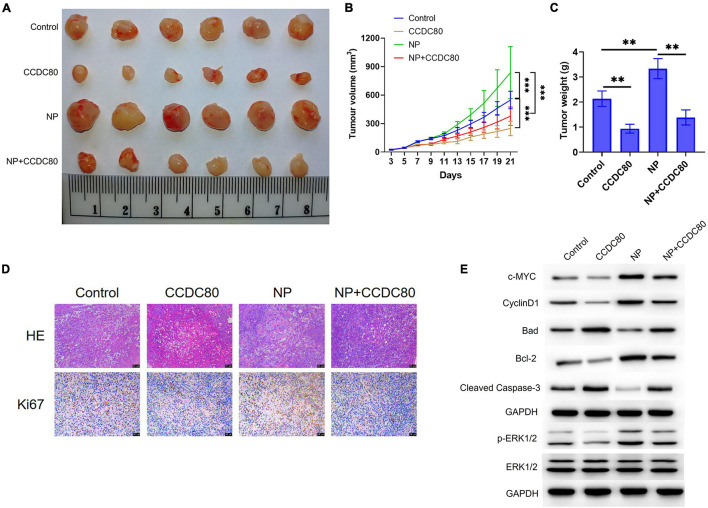
Overexpression of coiled-coil domain containing 80 (CCDC80) suppresses nonylphenol (NP)-induced tumor growth *in vivo*. **(A)** Photograph of tumor tissues after treatment. Bar = 50 μm. **(B)** The tumor volume measured every 2 days (*n* = 6). ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001. **(C)** The tumor weight measured after resection (*n* = 6). ^∗∗^*p* < 0.01. **(D)** The expression of Ki67 in tumor tissues as detected by hematoxylin-eosin (HE) and immunohistochemistry (IHC) strain. **(E)** The expression of cell proliferation-related proteins (PCNA, c-MYC, and CyclinD1), cell apoptosis-related proteins (Bcl-2, Bad, and Cleaved Caspase-3), ERK1/2, and p-ERK1/2 in tumor tissues analyzed using western blot assay.

## Discussion

The impact of environmental pollution on human health has aroused widespread concern. NP is an environmental hormone that has been shown to increase the risk of cancer. Recently, the relationship between NP exposure and incidence of CRC has been considered. A Spanish study also found a high risk of CRC in people living near industries releasing NP (Garcia-Perez et al., 2020). Because NP was wildly found in the environment and could be stored in human tissues, people in non-industrial areas may also be exposed to large amounts of NP. Our study also found that the serum NP concentration of patients with CRC was significantly higher than that of healthy individuals in both sexes. These results suggest that NP exposure increased incidence of CRC.

Many studies have suggested that NP could interact with estrogen receptors (ERs) and interfere with the estrogen signaling pathway to enhance the proliferation of ERs positive cells (Kang et al., 2012). Therefore, NP may promote estrogen-related cancer progression, such as breast and ovarian cancer (In et al., 2015; Kim et al., 2015). However, NP could also interact with the G protein-coupled ER involved in the non-classical ER pathway (Barton and Prossnitz, 2015). Different receptors may induce different estrogen-related cellular signaling (Marino et al., 2006; Filardo et al., 2007). Our previous study demonstrated that NP not only induced the expression of GPR30, but also interacted with it to enhance CRC cell proliferation (Xie et al., 2019).

In this study, we explored the mechanism of action of NP on CRC cell proliferation by RNA-sequencing. NP exposure could change the cellular response to the extracellular matrix and cell cycle signals. Furthermore, we found that CCDC80 was downregulated after NP treatment in three CRC cells and tissues. CCDC80, also known as downregulated by oncogenes 1 (DRO1), is shown to be downregulated in many types of cancers, including CRC, pancreatic cancer, and thyroid cancer (Visconti et al., 2003; Bommer et al., 2005). Loss of CCDC80 increased the development of carcinoma in ApcMin/− mice, suggesting that CCDC80 acts as a tumor suppressor in colon tumorigenesis (Grill et al., 2014). In our data, overexpression of CCDC80 significantly suppressed CRC cell proliferation and tumor growth and induced the expression of c-MYC. Meanwhile, the overexpression of CCDC80 significantly reduced NP-induced CRC cell proliferation. These results indicate that CCDC80 may be a potential target of NPs to induce CRC progression.

Previous studies suggested that the loss of CCDC80 could increase the phosphorylation of ERK (Grill et al., 2014; Gong et al., 2019), and that NP treatment activates the ERK1/2 pathway by interacting with GPR30 (Ge et al., 2014; Xie et al., 2019). Here, we found that the overexpression of CCDC80 reduced NP-induced ERK1/2 activity, and that an ERK inhibitor could eliminate the effect of CCDC80 overexpression on NP-mediated cell growth. These results indicate that the activation of ERK1/2 might be a key factor in CRC cell proliferation and that its activation is a result of NP-induced inhibition of CCDC80 expression. The ERK pathway regulates multiple cellular processes and participates in many tumor processes, including cell proliferation, apoptosis, invasion, and metastasis (Olea-Flores et al., 2019). These results indicate that CCDC80 suppresses NP-induced CRC cell growth by inhibiting the activation of ERK1/2. However, the mechanism by which NP treatment inhibits CCDC80 expression requires further study. Recent study suggested that activation of TGF-β signaling could inhibit the expression of CCDC80 (Hong et al., 2020), which suggested that NP might influence the expression of CCDC80 by activating other signaling pathways. Additionally, our data revealed that NP treatment activated ERK1/2, even when co-treated with CCDC80 overexpression. This might be because NP binds to GPR30 to activate the ERK pathway (He et al., 2009; Chakrabarti and Davidge, 2012; Bustos et al., 2017).

Previous studies suggested that natural NPs was a complex mixture which consisted with isomeric compounds that have different branched nonyl side chains (Guenther et al., 2006; Günther et al., 2017). Our study only analyzed the effect of 4-n-nonylphenol on the development of CRC, the different effect among the isomeric compounds needs more experiments to elucidate. Furthermore, why the serum NP content of CRC patients in the same area was higher than that of the normal population needs more further statistical analysis, such as different living habits, eating habits, and so on.

## Conclusion

In conclusion, our study confirmed the effects of NP exposure on cancer-related gene expression. The expression of CCDC80 were significantly downregulated by NP treatment. The overexpression of CCDC80 reduced the stimulatory effect of NP on the growth of CRC cells by inhibiting the NP-induced activation of ERK1/2. These findings provide insights on the oncogenic role of NPs and highlight the potential effect of CCDC80 in CRC.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: RNA sequencing data to GEO database, the series number is GSE182226. The link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182226.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Medical Ethics Committee of the Zunyi Medical University [(2019) H-008]. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Experiment Ethics Committee of the Zunyi Medical University [(2019) A-004].

## Author Contributions

JW and X-FY: conceptualization. JW, Y-WZ, N-JZ, SY, and D-JR: methodology. JW and Y-WZ: software. Y-WZ and N-JZ: validation. N-JZ: formal analysis and investigation. SY: resources. NH: data curation. JW: writing—original draft preparation. XC: writing—review and editing and visualization. X-FY: supervision and project administration. All authors agreed to be accountable for the content of the work.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Coiled-Coil Domain Containing 80 Suppresses Nonylphenol-Induced Colorectal Cancer Cell Proliferation by Inhibiting the Activation of ERK1/2
**Source:** Front Cell Dev Biol. 2021 Oct 22;9:759820. doi: 10.3389/fcell.2021.759820
**Supplement:** Supplementary file 1

Supplementary Material

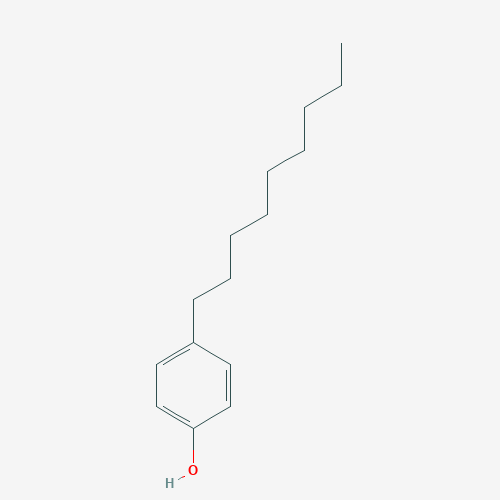

**Supplementary Figure 1.** The chemical structure of NP.

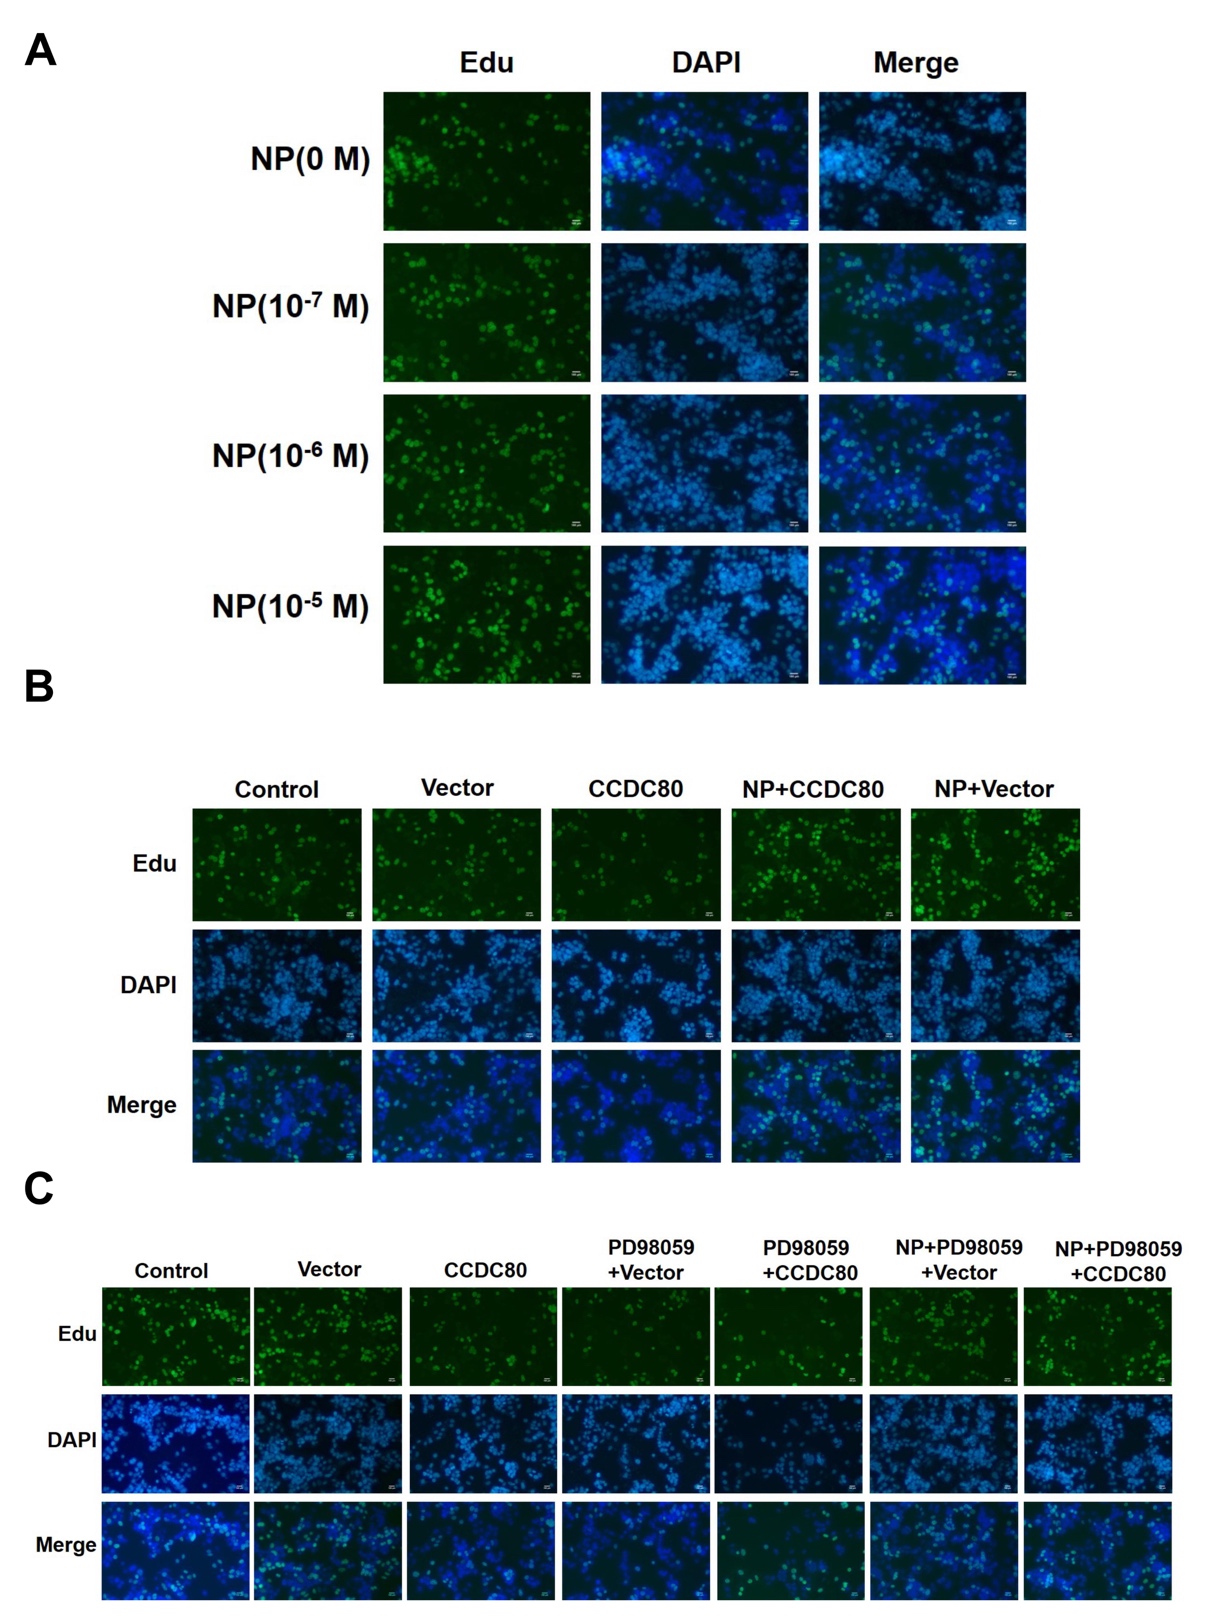

**Supplementary Figure 2.** Fluorescence microscope image of EdU assay of treated SW480 cells. Bar=100 μm.

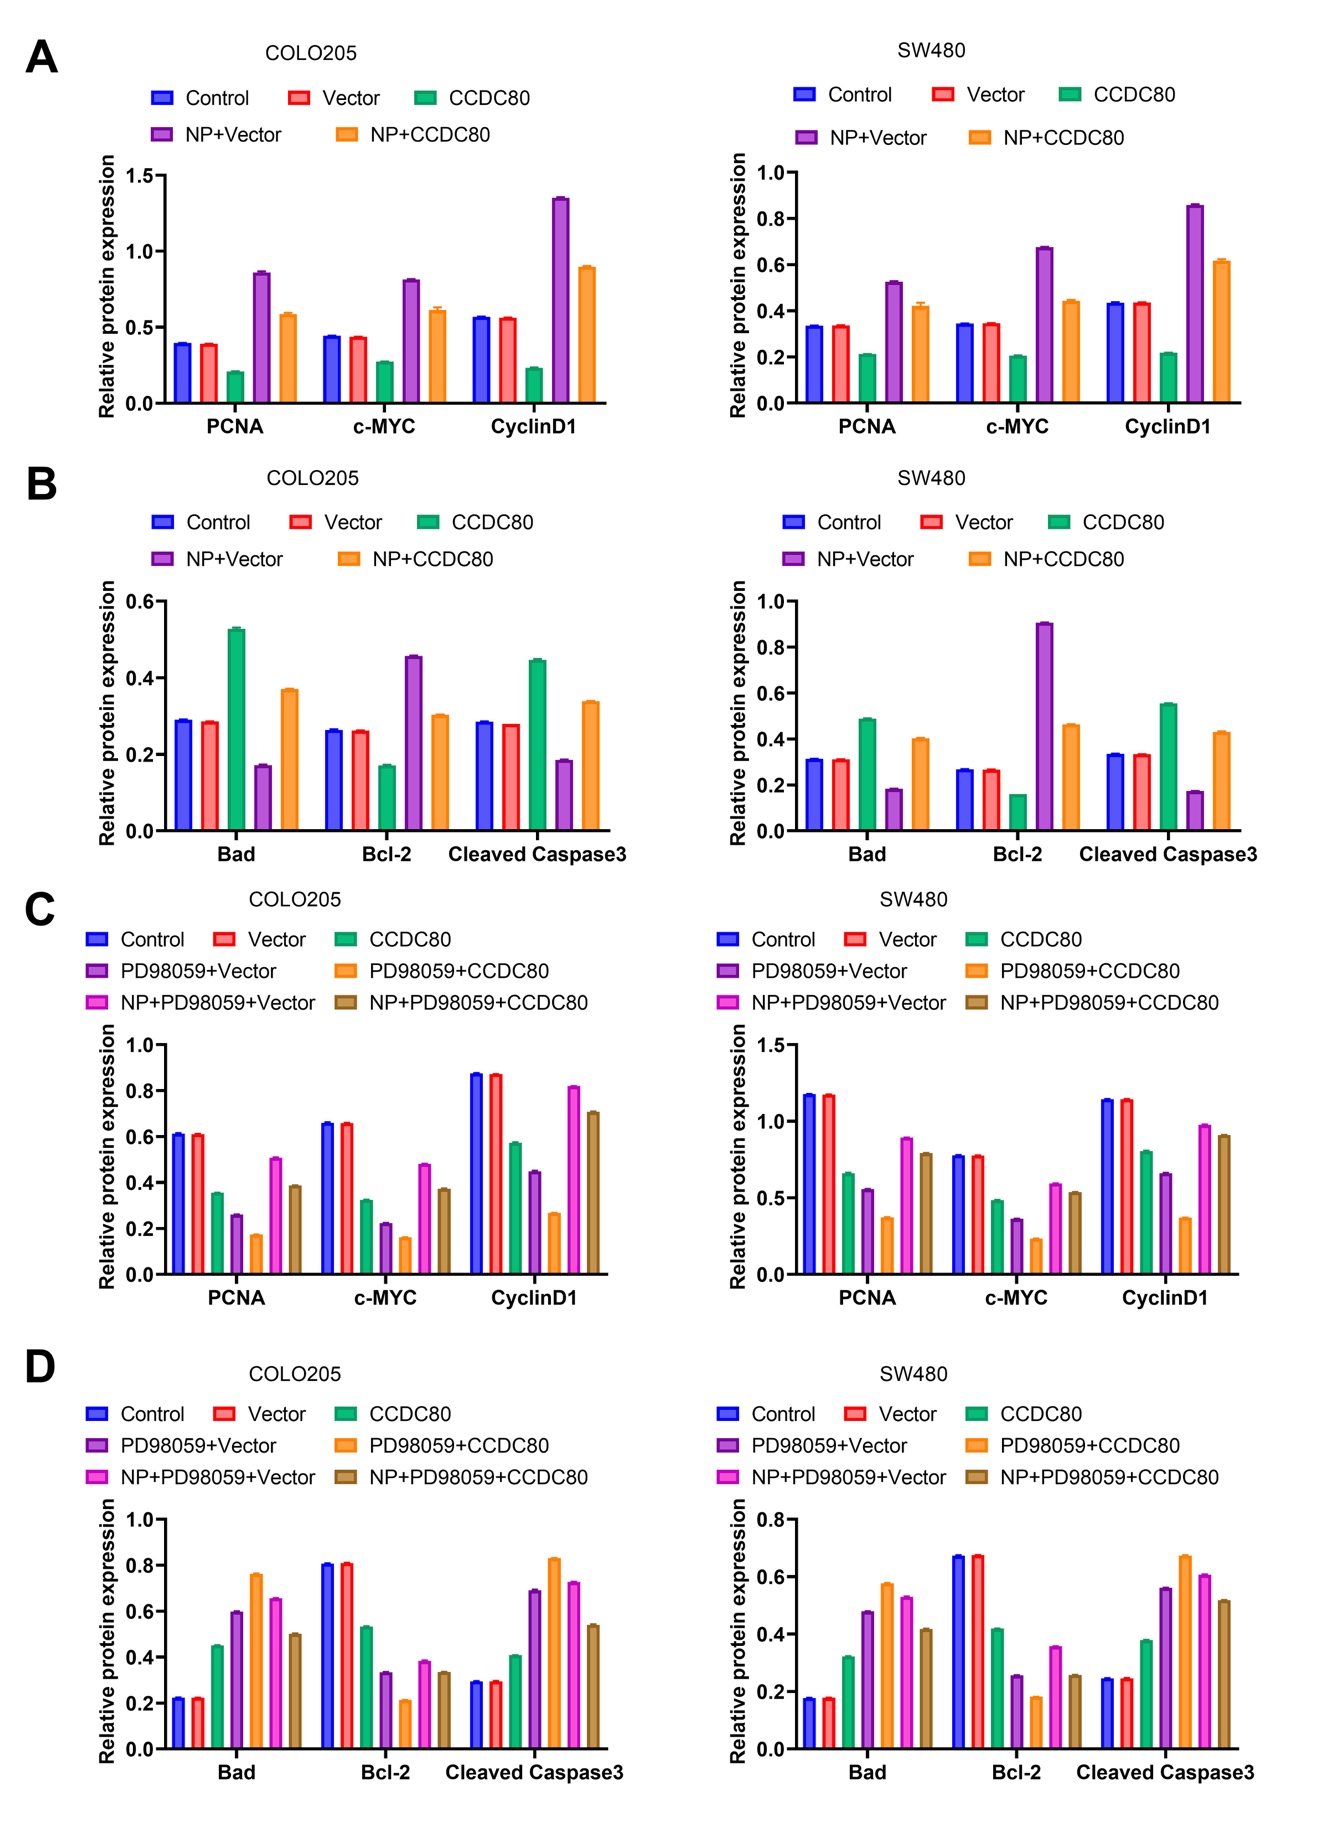

**Supplementary Figure 3.** Densitometry analysis of western blots.

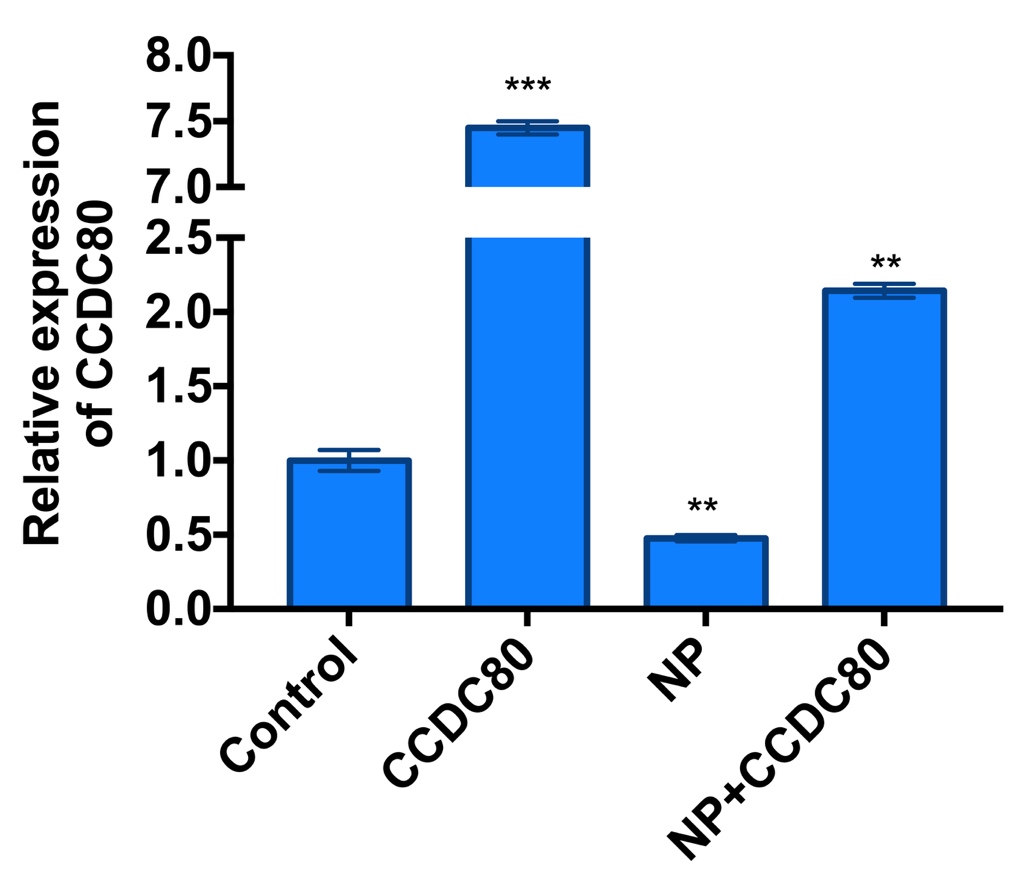

**Supplementary Figure 4.** The expression of CCDC80 in tumor after treatment. ***，p<0.001; **, p<0.01.

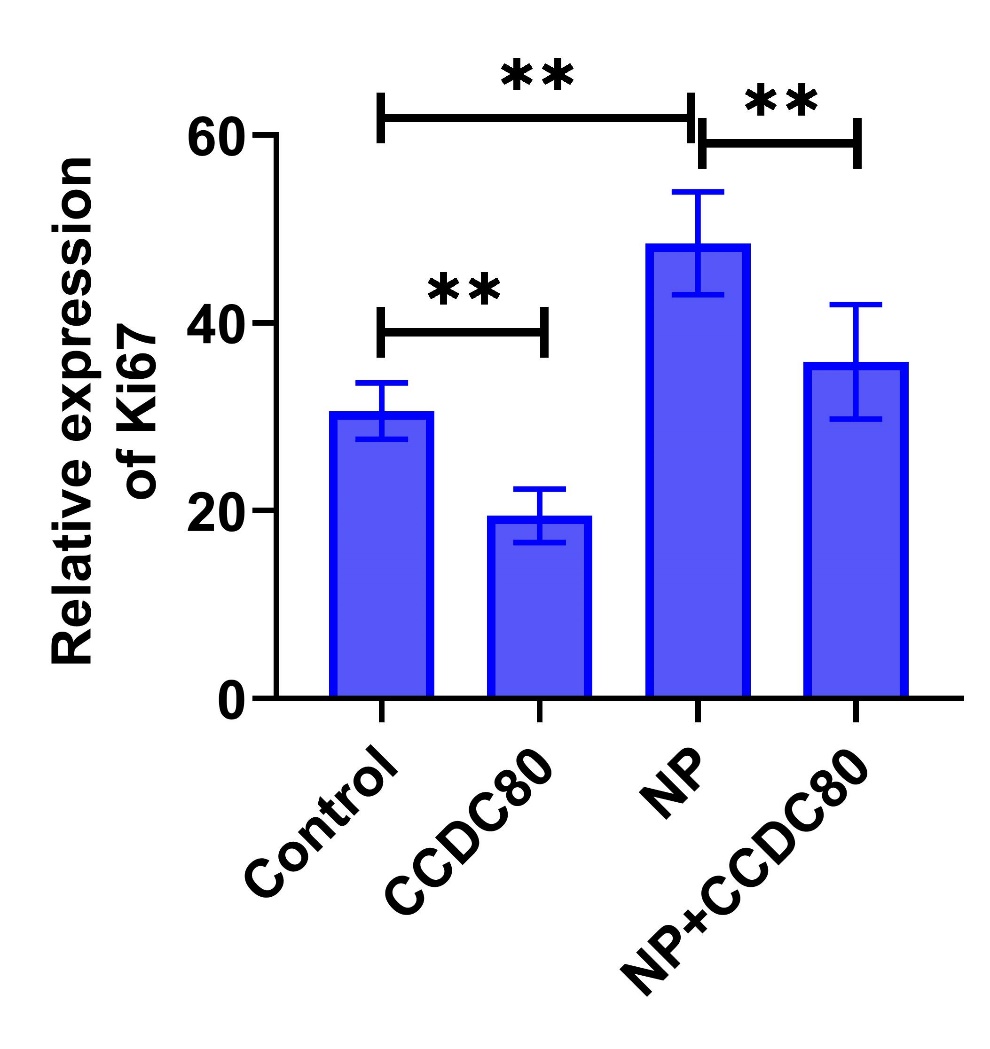

**Supplementary Figure 5.** The expression of Ki67 in tumor after treatment. **, p<0.01.

How the deposited data were processed for this re-analysis (not part of the article)

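RNA of COLO205 cells was measured by RNA sequencing in 2 control samples (DMSO) and 2 samples treated with NP at 1 µM for 24 h. The authors deposited 1 table with 2 kinds of values per sample. The deposited raw counts are whole numbers of reads per gene, and the submitters' processing notes name HISAT2 for alignment software, HTSeq for counting software and GRCh38 as the genome build, while their versions and the annotation release are not given in the sources used here. The deposited FPKM values were made by the authors from these counts: they equal the count divided by the gene length in the table and by the summed counts of the sample, within a relative difference of 5.1e-13%. The methods name DESeq, with a log2 fold change beyond 1 and an unadjusted p under 0.05, as the cutoff for differentially expressed genes. Counts per sample summed to 13401691 to 16998129, and 14712 to 14893 genes had at least 1 count. The 10 genes with the most counts took 6.26% to 6.42% of each sample.

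Samples were grouped by the labels and the methods, and all 4 were used. The comparison was NP against control, without other terms in the model. Genes were kept by filterByExpr of edgeR 4.0.16 (R 4.3.3; its minimum count of 10), which left 12616 genes. Library sizes were scaled with TMM, with factors of 0.9963 to 1.0037. Each gene was tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The standard error of a log2 fold change is the size of the fold change divided by the square root of the test's F. The common dispersion was 0.0007043, a coefficient of variation of 2.65% beyond counting noise. Levels are CPM (counts of a gene scaled by library size and TMM), with the SD over 2 samples. Ratios of low counts carry exact 95% intervals, and a group without counts was set to a floor of 3 counts over the group. Both cover counting error only.

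Fixed before the data were examined were 29 gene lists, the tests, the settings to vary and the rule for the genes named in the text. The rule takes every gene that the paper names as RNA, protein or receptor, the 28 genes printed in the heatmap, the 10 genes per direction with the smallest p among those at the paper's cutoff whose NP samples lie beyond all control samples, and up to 4 genes with the smallest p of each list. CCDC80, MMP19 and SRXN1 had been seen in Figure 3 when the rule was written. Some lists hold genes of the heatmap, which the study chose on these samples. These are CCDC80 and MMP19 (matrix), SRXN1 (NRF2), CHCHD10 (oxidative phosphorylation), MT1G (metallothioneins), TUBB2B and MAP6D1 (tubulins), and SLAMF6 and BTLA (leukocyte markers). The results of those lists are therefore not fully independent of the heatmap. The 28 lists with at least 3 tested genes were tested as sets with camera (limma 3.58.1), with its preset correlation of 0.01 and again with an estimated correlation, and adjusted over the lists. Gene ontology terms were those that the deposited table assigns to each gene, with at least 3 tested genes per term. They were tested with a one-sided Fisher's exact test against the 12388 tested genes that have a term. GC content and transcript length came from the principal isoforms of GENCODE release 29, which holds 99.63% of the gene identifiers of the table. Of these, 99.69% overlap the table's position. Coordinates are those of the deposited table.

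The alternatives were DESeq2 1.42.0, RLE size factors, library size only, edgeR's exact test, 2 other filters on low counts, each sample left out in turn, the replicate number as a block, protein-coding genes only, offsets for GC content, and limma on log2(FPKM + 1) and log2(FPKM + 0.1). Other thresholds were also applied. Offsets for transcript length, and DESeq2 with no filter, were added after the data were seen, as was an exact binomial test of the summed counts of the groups, adjusted separately over tested genes that averaged under 30 counts and over the others. The steps were tested on simulated counts with 200 changed genes among 12610 tested. For this comparison edgeR called 64% of the genes changed by 1.25-fold, 79.6% of those changed by 1.5-fold, 91.8% of those changed by 2-fold and 98% of those changed by 4-fold, and 5.38% of its calls were unchanged genes. In the last share the 40 genes of the raised list described next also counted as changed. Every gene was drawn with the same dispersion, so these rates may not hold for the real samples. A simulated list of 40 genes raised by 0.15 on the log2 scale had adjusted p = 2.81e-08 from camera with the preset correlation and adjusted p = 0.999 with an estimated one (unadjusted p = 0.019). This list was adjusted together with 100 unchanged lists, and its genes were drawn independently. It therefore cannot show why the real lists failed with an estimated correlation. The samples were treated as unpaired because the sources name no shared culture or day for same-numbered samples. This does not exclude one. Quantitative PCR, protein and animal experiments of the paper were not analysed here.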

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

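The comparison of genes at the paper's cutoff between splits of the samples and with the adjusted p, the exact counting test and the offsets for transcript length were chosen after the results were seen. The paper discusses genes with a log2 fold change beyond 1, while 501 of the 512 genes past an adjusted p of 0.05 in edgeR changed by no more than that. Among gene lists outside the matrix and the cell cycle, camera with its preset correlation called 8 (none with an estimated correlation, lowest adjusted p = 0.24, a setting in which a simulated raised list, adjusted over more lists, also failed). Their median log2 fold changes were 0.12 for cytosolic ribosomal proteins, 0.145 for oxidative phosphorylation, -0.12 for ERK output genes, -0.11 for p53 targets, -0.051 for hypoxia and glycolysis, 0.039 for NRF2 and oxidative stress, 0.34 for metallothioneins and -0.079 for long genes of every cell. Leaving out 1 sample moved 3 of these by more than 1.5 times: p53 targets to -0.042 (without NP replicate 2) and -0.070 (without NP replicate 1), metallothioneins to 0.18 (without control replicate 1) and 0.52 (without control replicate 2), and long genes to -0.048 (without control replicate 1).

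In edgeR 29 of 45 genes of ribosomal proteins and 8 of 39 of oxidative phosphorylation were higher in NP samples. Both sets passed in camera with the preset correlation of 0.01 but not with an estimated one (0.56 and 0.12, adjusted p = 0.39 each). Both hold short transcripts, a class with a median above 0. Among 10000 random lists matched on transcript length and mean expression, 0% reached the median of the ribosomal protein list and 0.11% that of the oxidative phosphorylation list, which argues against the length trend as the whole source. With offsets for transcript length the medians were 0.063 and 0.048 and both lists passed in camera with the preset correlation (adjusted p = 3.1e-12 and 0.00048), so the trend may account for part of the size. No single sample carried either pattern: without any 1 sample the medians nearest 0 were 0.0995 and 0.1029. Reads shared with pseudogenes, a difference in RNA integrity (long genes were lower, at a median of -0.079), a library batch, for which no source used here gives a label, and NP itself stay open as untested.

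In edgeR 10 of 23 genes of ERK output, led by EGR1, IER3, FOS and SPRY4, were lower in NP samples, and the set passed in camera with the preset correlation but not with an estimated one (adjusted p = 0.24). Of 10000 lists matched on transcript length and expression 0% had a median as low, and of 10000 lists matched on GC content and expression also 0%, which argues against both trends. Without any 1 sample the median nearest 0 was -0.0953, so no single sample carried it. The paper reports that NP activates ERK1/2, citing an earlier study and Western blots of phosphorylated ERK1/2 in infected COLO205 and SW480 cells and in tumors. Phosphorylated protein in those cells and the RNA of target genes in the sequenced samples are unlike measures. An effect of NP and a difference in the handling of the cultures before lysis, to which immediate-early genes respond, were not tested and stay open.

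At the paper's cutoff the real grouping gave 54 genes and the higher of the other 2 splits 35. All 8 of these genes that averaged 30 counts or more had an adjusted p under 0.05 in edgeR's quasi-likelihood test, adjusted over all genes tested (highest 0.0019), which argues against counting noise alone for them but not against differences between samples. Of the 46 genes under 30 counts 3 did, and for the rest counting noise and an effect of NP cannot be told apart. How often the test calls changed genes at such counts was not measured. An exact test of the summed counts passed 15 or 41 of these 46, depending on the adjustment, and so gives no single answer. For both tests the genes had been selected on the same counts. The higher other split gave 34 genes under 30 counts and 5 of 30 or more, and the 3 splits of 4 samples are too few for a share under 0.05. The other splits also pair a control with an NP sample, so a difference between the groups adds to their spread.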

How the results depend on the processing

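Offsets for transcript length and DESeq2 with no filter were chosen after the data were seen. The 512 genes past the adjusted p became 181 with DESeq2 (all among the 512), 79 with limma on log2(FPKM + 1), 78 on log2(FPKM + 0.1), 0 on log2(FPKM + 1) with no filter on low values, and 171 to 387 when 1 sample was left out. A group of 1 sample is then assumed to vary like the other group. The other settings gave 415 to 561 genes, apart from the block below. Against 54 genes at the paper's cutoff, there were 18 with DESeq2, 25 with DESeq2 and no filter, 97 with edgeR and no filter, 14 with at least 10 counts in every sample, 4 with limma on log2(FPKM + 1) with or without a filter, 11 on log2(FPKM + 0.1), and 62 to 94 without 1 sample. With the adjusted p in the cutoff there were 11, and with an unadjusted p under 0.05 and no fold cutoff 1910. CCDC80 passed with the exact test (log2 fold change -1.27, adjusted p = 0.018), MMP19 with the exact test (1.27, adjusted p = 0.029) and with at least 10 counts in every sample (1.27, adjusted p = 0.048), and SRXN1 with the exact test (2.15, adjusted p = 0.013) and without control replicate 2 (adjusted p = 0.027). CCDC80 and SRXN1 also passed in the block settings below. Over all settings their adjusted p ranged from 0.018 to 0.44, from 0.029 to 0.69 and from 0.013 to 0.61. Without 1 sample, the log2 fold change ranged from -1.78 to -0.96 for CCDC80, from 0.81 to 1.58 for MMP19 and from 1.17 to 6.98 for SRXN1, where the highest value is fitted against a control sample with no counts and is no bound. No source used here says that the replicate numbers pair the samples. Deviations of same-numbered samples had a correlation of -0.003 across 12616 genes, which does not exclude a shared culture or batch. With the replicate block, 652 genes passed, CCDC80 was at -1.30 (adjusted p = 0.039) and SRXN1 at 2.19 (adjusted p = 0.026). With the block and GC offsets together, 609 genes passed and they were at -1.32 and 2.19. Of the 28 lists tested, 10 passed, 7 to 11 in the other settings with the preset correlation and 0 with an estimated correlation. Among single genes that did not pass, MYC turned from 0.015 to -0.035 with length offsets. Without 1 sample, MYC ranged from -0.017 to 0.045 and MAPK3 from -0.11 to 0.043. Why these calls changed was not tested. At a depth of 13401691 to 16998129 counts, CCDC80, MMP19 and SRXN1 averaged under 30 counts per sample, and the effect of depth on their calls was not tested.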

Differences from the paper's values

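The paper reports 16 upregulated and 12 downregulated genes, and at its stated cutoff (log2 fold change beyond 1, unadjusted p under 0.05) edgeR gave 31 and 23. The paper used DESeq and states no version or filter on low counts. DESeq itself was not run here, and DESeq2 is a different package, so the paper's own procedure was not repeated. Of the alternatives set before the data were examined, DESeq2 gave 8 downregulated genes, within 1.5 times the paper's number, but 10 upregulated genes, which is not. The filter of at least 10 counts in every sample gave 11 upregulated genes, within 1.5 times, but 3 downregulated genes. In all other such alternatives both numbers differed by more than 1.5 times. DESeq2 with no filter, chosen after seeing the values, gave 13 and 12 genes. It calls 19 of the 28 genes named in the heatmap and so drops 9. Of these 28 genes, edgeR called 21 at the cutoff, and 27 with no filter on low counts. Among the 22 that were tested after the filter, and among all 28 with no filter, MT1G (log2 fold change 0.99) was the exception. DESeq2 after the filter called 18 genes, all among the 28.

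SRXN1 in COLO205 cells at this dose was about 1.4 times the control by quantitative PCR in Fig. 3C, read by eye, and 4.44 times the control by sequencing. Among the alternatives set before the data were examined, limma on log2(FPKM + 1) with no filter gave 1.29, a value on the scale with the pseudocount, and none of the others came within the difference allowed. For CCDC80 and MMP19, edgeR's quasi-likelihood test gave 0.414 and 2.42 times the control, within 1.5 times the values in Fig. 3C. Without NP replicate 1 CCDC80 was at 0.291, and with limma on log2(FPKM + 1) and no filter CCDC80 and MMP19 were at 0.917 and 1.19, beyond 1.5 times.

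The paper proposes from gene ontology terms that NP influenced processes of the matrix and the cell cycle. No gene ontology term passed an adjusted p of 0.05 among the 54 genes at the cutoff, with unadjusted exact p = 0.0010 for extracellular matrix and 0.92 for cell cycle. These 54 genes are another set than the paper's, and 21 of them are named in its heatmap. Terms were taken as the deposited table assigns them, without adding parent terms. Among the genes past the adjusted p, 63 terms passed, including structural constituent of ribosome (adjusted p = 5.8e-25) and extracellular space (adjusted p = 0.041), but not extracellular matrix or cell cycle. Extracellular region (adjusted p = 0.053) and DNA replication (adjusted p = 0.23) did not pass either in the exact test. The fixed lists for the matrix and for G1/S were lower in camera with the preset correlation but not with an estimated one (adjusted p = 0.39 each). A simulated raised list, adjusted over more lists, also failed with an estimated correlation, and so does not show why these lists failed. The matrix list also did not pass without control replicate 1 (adjusted p = 0.070) or NP replicate 2 (adjusted p = 0.14). The paper states that CCDC80 was downregulated, from sequencing and from quantitative PCR in COLO205, SW480 and HCT116 cells, which was not analysed here. In the sequencing, its log2 fold change of -1.27 meets the paper's cutoff, which uses an unadjusted p. Its adjusted p was 0.058 in edgeR's quasi-likelihood test and 0.018 in edgeR's exact test (0.018 to 0.44 over the alternatives).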

Other observations

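In further fixed lists some genes passed in NP-treated COLO205 cells. No list passed as a set with an estimated correlation, a setting in which a simulated raised list, adjusted over more lists, also failed. Of 18 measured p53 targets, 3 fell and none rose (edgeR, adjusted p; 4 lower and none higher at an unadjusted p under 0.05; DESeq2 called 2 lower and none higher). They included the stress cytokine GDF15, from 1704 ± 23.7 to 1451 ± 12.6 CPM (SD, n = 2 each), a log2 fold change of -0.23, and the nuclease AEN at -0.28. As a set the list was lower in camera (adjusted p = 0.0033, and 0.39 with an estimated correlation). Of 30 measured genes of NRF2 and oxidative stress, 4 rose and none fell (8 higher and 2 lower at an unadjusted p under 0.05; DESeq2 called 1 higher and none lower), among them the peroxiredoxin PRDX6 at 0.21 and GCLM, a subunit of the enzyme that starts glutathione synthesis, at 0.39. The set was higher in camera at adjusted p = 0.0096 (0.39 with an estimated correlation), but not without control replicate 1 (adjusted p = 0.094), with offsets for transcript length (adjusted p = 0.19), or with limma on log2(FPKM + 1) or log2(FPKM + 0.1) (adjusted p = 0.054 each). PRDX6 no longer passed without control replicate 1 or NP replicate 1, nor GCLM without any 1 of the 4 samples. Of 23 genes of hypoxia and glycolysis, 2 fell, NDRG1 at -0.33 and the glucose transporter SLC2A1 at -0.14, and 1 rose (7 lower and 2 higher at an unadjusted p under 0.05). LDHA was the gene that rose, at 0.13, but it did not pass without control replicate 1 or NP replicate 1. That set was lower at adjusted p = 0.010 (0.39 with an estimated correlation), but not without control replicate 2 (adjusted p = 0.056). Of 9 metallothioneins, 3 were measured and none passed in edgeR's quasi-likelihood test (2 higher at an unadjusted p under 0.05; none by DESeq2, 1 by edgeR's exact test and 1 by limma on log2(FPKM + 1)). MT1G, a gene of the heatmap whose near-identical family members can share reads, had a log2 fold change of 0.99 (adjusted p = 0.096, and 0.049 from the exact test). The set was higher at adjusted p = 0.021 (0.52 with an estimated correlation), but not without control replicate 1 (adjusted p = 0.19), without NP replicate 1 (adjusted p = 0.055) or with offsets for transcript length (adjusted p = 0.14).

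Among 21 measured estrogen-responsive genes, 3 rose and none fell (6 higher and 3 lower at an unadjusted p under 0.05; DESeq2 called 2 higher and none lower), including AGR2, a protein disulfide isomerase, from 277.2 ± 0.19 to 340.3 ± 5.7 CPM (SD, n = 2 each), a log2 fold change of 0.30 (adjusted p = 1.1e-09), and the ubiquitin ligase SIAH2 at 0.29, which did not pass without control replicate 1 or NP replicate 1. The list as a set had adjusted p = 0.064 in camera. The estrogen receptor gene ESR1 had no count in any sample. The estrogen receptor gene ESR2 had 19 and 26 counts in the control samples and 11 and 23 in the NP samples, a log2 fold change of -0.34 (adjusted p = 0.78 from edgeR). GPER1, the G protein-coupled receptor that the paper calls GPR30, had a log2 fold change of -0.32 (adjusted p = 0.096), which was -0.14 without NP replicate 1 and -0.49 without NP replicate 2 (adjusted p = 0.016). The orphan receptor ESRRA rose by 0.22 on the log2 scale (adjusted p = 0.0019), but did not pass without control replicate 2. The kinase gene MAPK3 had a log2 fold change of -0.032 (adjusted p = 0.86). The paper reports that NP raised the proteins of PCNA, MYC and CCND1 in infected COLO205 and SW480 cells. Protein in those cells and RNA in the sequenced samples are unlike measures. In RNA, MYC had a log2 fold change of 0.015 (adjusted p = 0.91 from edgeR), CCND1 one of -0.16 (adjusted p = 0.20) and PCNA one of -0.13 (adjusted p = 0.033). Of 16 Wnt targets, 3 fell, including NKD1 at -0.23 and ZNRF3 at -0.22, and none rose (the same 3 lower and none higher at an unadjusted p under 0.05; DESeq2 called 2 lower and none higher), and the set did not pass (adjusted p = 0.27).

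In the remaining lists, none of which passed as a set, 2 genes rose and 2 fell of 20 TGF-beta targets (DESeq2 called 1 lower), 3 rose and 2 fell of 13 mitochondrially encoded genes (DESeq2 called 1 higher and 1 lower), 2 fell of 22 genes of cholesterol synthesis (2 higher and 3 lower at an unadjusted p under 0.05), 2 fell of 22 genes of the unfolded protein and integrated stress response (4 higher and 2 lower at an unadjusted p under 0.05; DESeq2 called none), 1 fell of 17 tubulins and microtubule regulators (1 higher and 4 lower at an unadjusted p under 0.05), 1 fell of 9 mismatch repair genes (3 lower at an unadjusted p under 0.05; DESeq2 called none), 1 fell of 27 apoptosis genes (4 higher and 2 lower at an unadjusted p under 0.05; DESeq2 and edgeR's exact test called none), 1 fell of 22 interferon response genes (1 higher and 2 lower at an unadjusted p under 0.05) and 1 of 13 genes of NF-kB and inflammation (DESeq2 called none in either list), 1 rose of 11 heat shock genes (3 higher at an unadjusted p under 0.05), 1 rose of 16 genes of colon epithelial differentiation and 1 rose of 14 ERK pathway components and receptors. Of 14 genes of xenobiotic metabolism none passed (1 higher at an unadjusted p under 0.05; none by DESeq2). Of the 4 leukocyte markers measured, SLAMF6, a gene of the heatmap, fell and LYZ rose (log2 fold change 0.11, adjusted p = 0.047, but in 4 of 18 other settings only, with 0.072 without NP replicate 1 and 0.066 with offsets for transcript length), none of 5 fibroblast markers passed, and the 1 endothelial marker measured did not pass (none at an unadjusted p under 0.05 and none by DESeq2 in the last 2 lists).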
